# Mechanism of Abnormal Coagulation Induced by Tigecycline in Cancer Patients

**DOI:** 10.3389/fphar.2022.891952

**Published:** 2022-07-05

**Authors:** Li-Hua Sun, Kun-Hao Bai, Guo-Yan Wu, Xiao-Peng Tian, Zhi-Qing Zou, Da-Wei Wang, Yu-Jun Dai, Si-Liang Chen

**Keywords:** tigecycline, abnormal coagulation, cancer, RNA-Seq, CHO

## Abstract

Tigecycline is a broad-spectrum active intravenous antibiotic that is active against methicillin-resistant staphylococcus aureus. In Phase 3 and 4 clinical trials, increased all-cause mortality was observed in patients treated with tigecycline compared to patients in the control group. The reason for the increase is unclear. In this study, we found that tigecycline cause abnormal coagulation in tumor patients, especially in patients with hematological malignancies. The main manifestations were decreased fibrinogen and prolonged activated prothrombin time (APTT), thrombin time (TT), and D-dimer. In addition, through functional studies, we found that tigecycline inhibit platelet adhesion and aggregation, and the coagulation function of patients gradually recover after discontinuation. Gene sequencing results suggested that tigecycline significantly regulate the expression of genes related to platelet function pathways and increase the incidence of single nucleotide polymorphisms and the number of alternative splices in the Chinese hamster ovary (CHO) cells treated with tigecycline. An abnormal function and low numbers of platelets are common in patients with hematological malignancies. Our study can explain the mechanism of abnormal coagulation caused by tigecycline. Additionally, doctors who apply tigecycline to cure infections in tumor patients should be warned.

## Introduction

Patients with hematological malignancies often suffer from dysfunctions of coagulation and fibrinolysis systems, and coagulation dysfunctions are a common pathophysiological change (Röllig and Ehninger, 2015). In normal organisms, coagulation and anticoagulation are in a dynamic balance, which can be broken by enhanced coagulation activity or weakened anticoagulation activity. In patients with acute leukemia (AL), due to the consumption of coagulation factors or the existence of coagulation factor inhibitors, the content or activity of some coagulation factors is reduced, resulting in disorders of coagulation systems; pathological bleeding has become one of the most common clinical symptoms (Just Vinholt et al., 2019; Karlström et al., 2022). Current studies have also suggested that coagulation dysfunctions are one of the important causes of early death in AL patients (Libourel et al., 2016; Chatzidimitriou et al., 2021). Especially in acute promyelocytic leukemia (APL), bleeding is the leading cause of early death in patients (Testa et al., 1978). In addition, thrombosis is common in AL patients. Some patients have both bleeding and thrombosis, reflecting the complexity of the pathogenesis of coagulation disorders.

As a common complication of AL after chemotherapy, infection secondary to sepsis is one of the significant causes of death of AL patients after chemotherapy (Halim et al., 2007; Röllig and Ehninger, 2015). Infectious sepsis is closely related to neutropenia caused by AL, mucosal damage by chemotherapy drugs, irregular use of antibiotics, and long hospitalization cycles (Tramsen et al., 2016). Sepsis caused by infection can interfere with coagulation systems (Bochennek et al., 2016). With the aggravation of infection, the correlation between immune-inflammatory response and coagulation cascade is further strengthened; infection-related indexes and coagulation system activation synergistically worsen the condition of patients with sepsis (Halim et al., 2007).

Tigecycline is the first glycyl-tetracycline antibiotic used in the clinic. It binds to the A sites of the 30S subunits of bacterial ribosomes, blocking bacterial transcription to inhibit protein synthesis (Senior, 2005). Tigecycline shows a strong advantage in treating drug-resistant bacteria because of its excellent antibacterial activity. However, it has many adverse effects, mainly in the form of anaphylaxis/anaphylactoid reactions, acute pancreatitis, liver cholestasis, and jaundice (Cai and Wang, 2011). In controlled clinical studies, the incidences of both infection-related serious adverse events and sepsis/septic shock were higher in the tigecycline-treated group than in the control group (Bucaneve et al., 2014; Montravers et al., 2014). Due to baseline differences in this subgroup of patients, the relationship between outcomes and treatment is not yet clear.

Recent studies demonstrated that tigecycline induce coagulopathy in severely infected patients, especially those with hepatic or renal impairment (Cui et al., 2019; Leng et al., 2019; Guo et al., 2022). However, adverse reactions of tigecycline after use in cancer patients are rarely reported. In this study, we found that using tigecycline in tumor patients cause changes in coagulation indexes. An abnormal coagulation function could aggravate the condition of patients, prolong hospitalization, and cause a poor prognosis. In addition, we further explored the mechanism of abnormal coagulation induced by tigecycline to provide safe anti-infective treatment for tumor patients.

## Materials and Methods

### Patient Sample Data

With the help of the hospital information system, we screened the cases of hospitalized tumor patients using tigecycline in Sun Yat-sen University Cancer Center from November 2015 to October 2019 using a retrospective analysis method. The exclusion criteria: 1) patients with hospitalization periods <4 days; 2) patients with severe hepatic insufficiency (Child-Pugh class C); 3) pregnant or lactating women; 4) patients with abnormal coagulation or congenital coagulation disorders such as hemophilia before hospitalization; 5) patients using other drugs that affect coagulation indexes 2 weeks before or during the medication; 6) patients without the detection indexes of coagulation function before and after the medication; 7) patients with incomplete medical records. All participants provided written informed consent according to the regulations of the Institutional Review Boards of the Hospitals in agreement with the Declaration of Helsinki with the number SL-B2021-340-01.

### Observation Indexes

The main safety observation indexes: the coagulation function-related indexes during hospitalization, including prothrombin time (PT) before and after treatment, prothrombin time activity (PT%), international standardization ratio (INR), partially activated prothrombin time (APTT), fibrinogen (FBG), thrombin time (TT), D-dime and fibrin degradation product (FDP). Minor safety observation indexes: the levels of alanine aminotransferase (ALT), aspartate aminotransferase (AST), creatinine (CRE), and C-reactive protein (CRP) before and during the treatment with tigecycline.

We defined the abnormal coagulation index as the APTT higher than the normal value of 10 s (i.e., APTT >50 s), the PT and TT higher than the normal values for 3 s (i.e., PT > 17 s and TT > 24 s), or the FBG lower than the normal value (i.e., FBG < 2 g/L) and paid attention to the platelet count (PLT) lower than normal value (PLT <100×10^9^/L). In logistic regression analysis, patients with the ages of < years old, 19–60 years old, and ≥61 years old were divided into the adolescent group, the normal age group, and the elderly group, respectively; patients with the tigecycline use times of 7 days, 8–14 days, and >14 days were divided into the medium-course treatment group, the medium-long-course treatment group, and the long-course treatment group, respectively; patients with both ALT and AST ≤50 IU/L were considered to have a normal liver function, and patients with ALT or AST >50 IU/L were considered to have an abnormal liver function; patients with CRE ≤106 μmol/L were considered to have a normal renal function, patients with CRE >107 μmol/L were considered to have an abnormal renal function.

### Cell Adhesion Assay

The cell *adhesion* assay was performed as previous described (Huang et al., 2015). Chinese hamster ovary cells were obtained from Da-Wei Wang (Ruijin hospital) and cultured in F12 (Gibco, NY, United States) supplemented with 10% fetal bovine serum (Gibco, 10270-106) and 2 mM Glutamine (Gibco, NY, United States). The cells were seeded into 96-well plates at a density of 10^5^ cells/well. To determine the biological effect of the tigecycline (Hansoh Pharma, Jiangsu, China), cells were separately incubated with appropriate concentrations (0 mg/ml, 0.2 mg/ml, and 0.5 mg/ml) of tigecycline. After 48 h, 10 μL of reagent from a Cell Counting Kit-8 (CCK-8, Dojindo Laboratories, Kumamoto, Japan) was added to each well. The samples were then incubated at 37°C for an additional 4–6 h and measured at the absorbance of 450 nm using a spectrophotometer.

### Cell Spreading Assay

The cell spreading assay was performed as previous described (Huang et al., 2015). The tigecycline was diluted into three groups of 0 mg/ml, 0.2 mg/ml, and 0.5 mg/ml and treated in CHO cells for 48 h. Then, 10 mg/ml BSA was added to a 96-well plate at 50 μL/well, coated at 4 °C overnight, washed twice with DPBS the next day, and blocked with 20 mg/ml BSA at room temperature for 2 h. The CHO cells treated with tigecycline for 48 h were digested and made into a single-cell suspension, washed twice with 1 ml of F12 medium, and then washed with 1 × 10^6^/ml density suspended in the medium. Next, 100 μL of cell suspension was added to the coated 96-well plate. Each group of cells was connected to 3 replicate wells, placed in a 37°C, 5% CO_2_ cell incubator for 1–2 h, and then observed under the microscope when the CHO cells were well stretched. Incubation was terminated, and non-adherent cells were removed by being washed three times with DPBS. After being washed with DPBS, pictures were taken under a microscope, and ImageJ software was used to calculate the area of single cells one by one. We defined cells with an area of ≥30 μm^2^ as stretching, and cells with an area of <30 μm^2^ as adherent only. The total number of cells in each group was about 300, and the percentage of cells of each shape in all groups were calculated. Fluorescence microscopy was used to reflect cell viability, and we used cell staining to make cells appear green under fluorescence, while dead cells were not.

### RNA-Sequencing and Pathway Analysis

The CHO cells treated with tigecycline (0 mg/ml and 0.2 mg/ml) for 48 h were used for RNA-sequencing. KOBAS (http://kobas.cbi.pku.edu.cn/home.do) was used for the KEGG pathway enrichment analysis, in which the calculation principle is the same as that in GO functional enrichment analysis, and the calculation is performed using Fisher’s exact test (Wu et al., 2006). In order to control the calculated false positive rate, the BH (FDR) method was used for multiple testing, and the calculation formula was not the same as that in the previous section. The corrected P-value threshold was 0.05.

### Statistical Analysis

SPSS 22.0 statistical software was used for analysis. Measured data were expressed as mean ± standard deviation and were tested for homogeneity of variance. When the variance was homogeneous, a *t*-test was used, and when the variance was unequal, a corrected *t*-test was used. A rank-sum test or Ridit test was used for grade data. The categorical data were analyzed using the χ2 test. According to α = 0.05 level, *p* < 0.05 implied a statistical difference, and *p* > 0.05 implied no statistical difference.

### Thromboelastography

The function of platelet was detected by thromboelastography as previous studies (Wang et al., 2014; Guo et al., 2021; Miles et al., 2022; Sekar et al., 2022). Assays were performed according to the manufacturer’s instructions (Hemostasis System Kaolin Testing Kit, Glodmag, China). Briefly, samples were fresh whole blood, 2 ml was collected with citric acid anticoagulation, and kept at room temperature for at least 15 min. Then, draw 340 ul blood sample for on-machine testing (Thrombelastography TEG5000, HAS). All samples were detected and analyzed within 2 h after sampling. The main indicators of thromboelastometry were: (1) Reaction time (R) indicated that there was no fibrin formation in the tested sample; (2) Coagulation time (K) indicated that fibrin began to form in the tested sample, which had a certain firmness; (3) The widest distance (MA) on both sides of the curve represented the maximum amplitude of thrombus formation; (4) Thromboelastometry (ε), which represented the size of the elasticity of the thrombus. (5) Maximum coagulation time (m) indicated the time from coagulation time to the maximum amplitude.

## Result

### The Effect of Tigecycline on Coagulation in Tumor Patients

A total of 205 cases of tigecycline used in tumor patients were recruited from our hospital, and 129 valid cases were finally included. Basic characteristics of this cases were shown in Figure 1. Among them, the most common patients were hematological tumors, accounting for about 62.8% (81 cases), followed by digestive system tumors, accounting for about 23.2% (Figure 1A). There were 71 males (55%) and 58 females (45%). The average age was (49.5 ± 15.9) years. There were 2 cases (1.5%) in the adolescent group (age <18 years), 47 cases (72.1%) in the normal age group (19–60 age), and 22 cases (26.4%) in the elderly group (≥61 years old) (Figure 1B). In addition, the days of tigecycline administration were 10.58 ± 9.12days and we found 113 cases (87.6%) had abnormal coagulation function.

**FIGURE 1:**
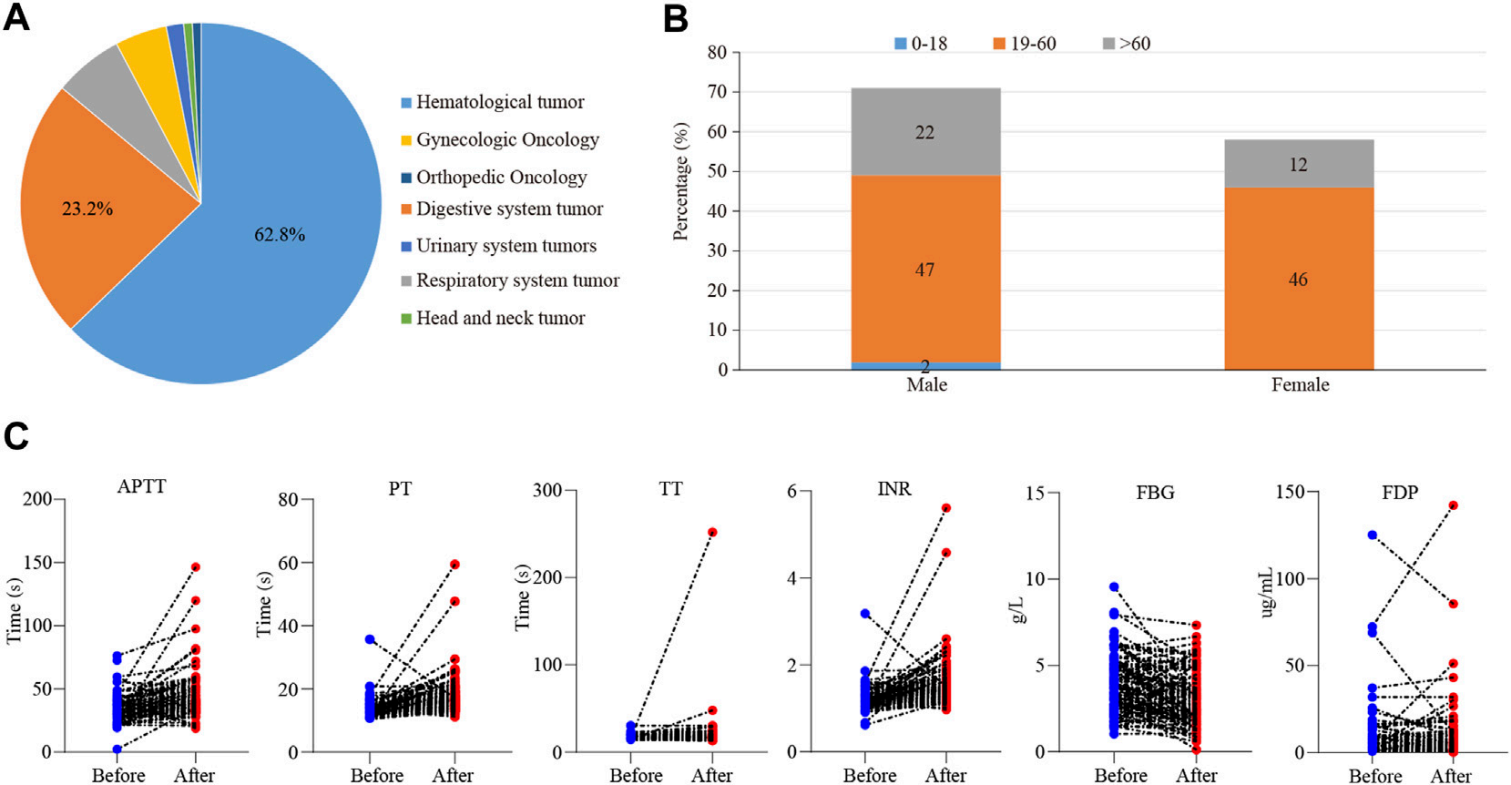
The effect of tigecycline on coagulation in tumor patients. **(A)** The pie analysis of types of cancers involved in this retrospective analysis. **(B)** The statistical histogram of gender and age of the patients treated with tigecycline. **(C)** The blood coagulation indexes of hematological tumor patients before and after tigecycline treatment.

Then, we further examined which coagulation indexes were affected by tigecycline. After medication, the coagulation indexes, mainly including PT, INR, APTT, TT, D-Dimer, and FDG, showed an upward trend (Figure 1C). As shown in Table 1, the coagulation function of the tumor patients before using tigecycline was near the normal baseline. However, after 3 days of tigecycline administration, the PT of the patients was significantly prolonged (17.56 ± 5.72 s) and aggravated with the prolongation of the administration time. After continuous administration for more than 14 days, the PT of the tumor patients was abnormally prolonged (19.91 ± 12.75 s), and even the lives of the patients might be threatened. The FBG of the patients before tigecycline treatment was 3.98 ± 3.45 g/L and showed a downward trend at different time points after treatment. The FBG decreased significantly after 1–3 days, 4–7 days, 8–14 days, and more than 14 days of medication (*p* < 0.05). The PT% and FBG decreased in cancer patients with tigecycline treatment, while the TT, APTT, and D-Dimer significantly increased after treatment, and this effect did not increase with the prolongation of the administration time. In addition, the INR also increased after treatment. However, unlike others, the INR peaked within 3 days after administration, then decreased slowly, and remained stable at a relatively high level. Further, the FDP peaked on d 4–14 of tigecycline administration and then gradually declined (Table 1).

**TABLE 1:** The coagulation parameters in peripheral blood of cancer patients with tigecycline treatment.

Time	n	PT (s)	PT%	INR	APTT (s)	Fbg (g/L)	TT (s)	D-Dimer (ug/mL)	FDP (ug/mL)
Before	129	13.50 ± 2.65	78.26 ± 20.56	1.21 ± 0.25	33.67 ± 9.75	3.98 ± 3.45	17.25 ± 2.41	8.94 ± 1.54	25.61 ± 9.45
Day 1-3	129	17.56 ± 5.72	53.66 ± 16.81	1.56 ± 0.55	42.01 ± 16.29	3.07 ± 1.56	20.14 ± 2.33	9.21 ± 1.9	26.80 ± 9.49
Day 4-7	97	16.58 ± 4.74	57.45 ± 16.85	1.47 ± 0.46	38.40 ± 14.92	3.42 ± 1.87	19.41 ± 2.11	9.29 ± 2.86	29.99 ± 7.13
Day 8-14	57	16.54 ± 5.41	58.03 ± 18.48	1.44 ± 0.51	41.12 ± 13.56	3.08 ± 2.73	18.46 ± 3.41	9.70 ± 2.06	29.29 ± 7.78
Day>14	10	19.91 ± 12.75	56.22 ± 21.72	1.50 ± 0.53	41.32 ± 9.00	2.58 ± 1.40	20.20 ± 6.93	9.52 ± 1.12	25.81 ± 6.43

### The Effect of Tigecycline on the Function of Platelets

In order to further explore how tigecycline causes abnormal coagulation function in tumor patients, we retrospectively analyzed the liver function and platelet function of these tumor patients according to our screening conditions. Our results showed that tigecycline did not affect the liver and kidney function of patients (Table 2). Both the ALT and AST tended to decrease after administration, which might be related to the infection status of patients before treatment. The ALT/AST ratios and serum creatinine did not change significantly before and after treatment (Table 2). We further detected and compared the changes of coagulation function indexes in tumor patients before and after the use of tigecycline by thromboelastography. The R value remained within the normal range (5-10) before and after the use of tigecycline with 5.1 (Before, before use of tigecycline), 8.3 (Day 3, 3 days after use of tigecycline), and 5.6 (Day 14, 14 days after use of tigecycline), respectively. However, the K value did not change significantly after using tigecycline for 3 days, but increased significantly after 14 days of using tigecycline. The prolongation of the K value indicated that the patient was in a hypocoagulable status. In addition, the MA value began to decrease after the third day of use of tigecycline, and further decreased with the prolongation of the medication time with 62.9 (Before), 50.6 (Day 3), and 44.6 (Day14), respectively. The decreased MA value reflected that tigecycline induce platelet function insufficiency (Figure 2). Next, we used CHO cells to explore the mechanism of tigecycline on coagulation function *in vitro*. We defined cells with an area of ≥30 μm^2^ as stretching, and cells with an area of <30 μm^2^ as adherent only. The results of the cell spreading experiment showed that the average numbers of CHO cells in the three groups of tigecycline with different concentrations (0 mg/ml, 0.2 mg/ml, and 0.5 mg/ml) were 226, 266, and 4, respectively. The percentages of cells with stretched morphology in the three groups were 73.14, 75.78, and 40%, respectively (Figure 3). In addition, the results of the cell adhesion experiment showed that the numbers of the adherent cells also decreased with the increase in the concentration of tigecycline. However, the percentages of cells with adherent morphology increased significantly, which were 26.86% (0 mg/ml), 24.22% (0.2 mg/ml), and 60% (0.5 mg/ml), respectively (Table 3).

**TABLE 2:** Liver and kidney function of cancer patients with tigecycline treatment.

Time	n	ALT (U/L)	AST (U/L)	AS/AL	Cre (μmol/L)
Before	129	70.24 ± 43.40	161.90 ± 13.01	1.45 ± 0.92	67.73 ± 9.82
After	72	48.29 ± 12.42	77.14 ± 21.53	1.60 ± 0.51	79.81 ± 10.57

**FIGURE 2:**
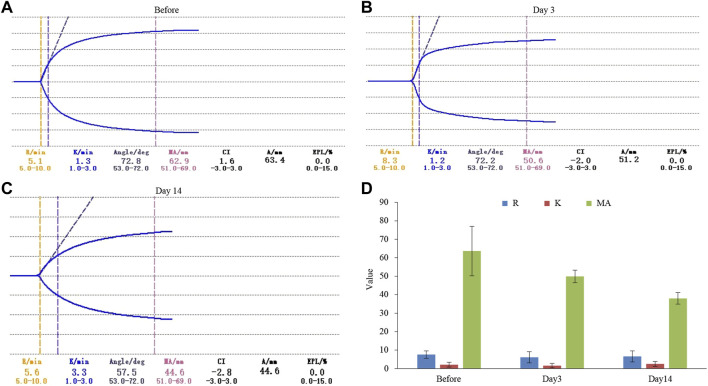
The thromboelastography analysis of hematological tumor patients with tigecycline treatment. **(A)** The result of thromboelastography of patients before using tigecycline. **(B)** The result of thromboelastography of patients after 3 days of treatment with tigecycline. **(C)** The result of thromboelastography of patients after 14 days of treatment with tigecycline. **(D)** The statistical analysis of thromboelastography in patients (*n* = 10). Reaction time (R) indicated that there was no fibrin formation in the tested sample; Coagulation time (K) indicated that fibrin began to form in the tested sample, which had a certain firmness; The widest distance (MA) on both sides of the curve represented the maximum amplitude of thrombus formation.

**FIGURE 3:**
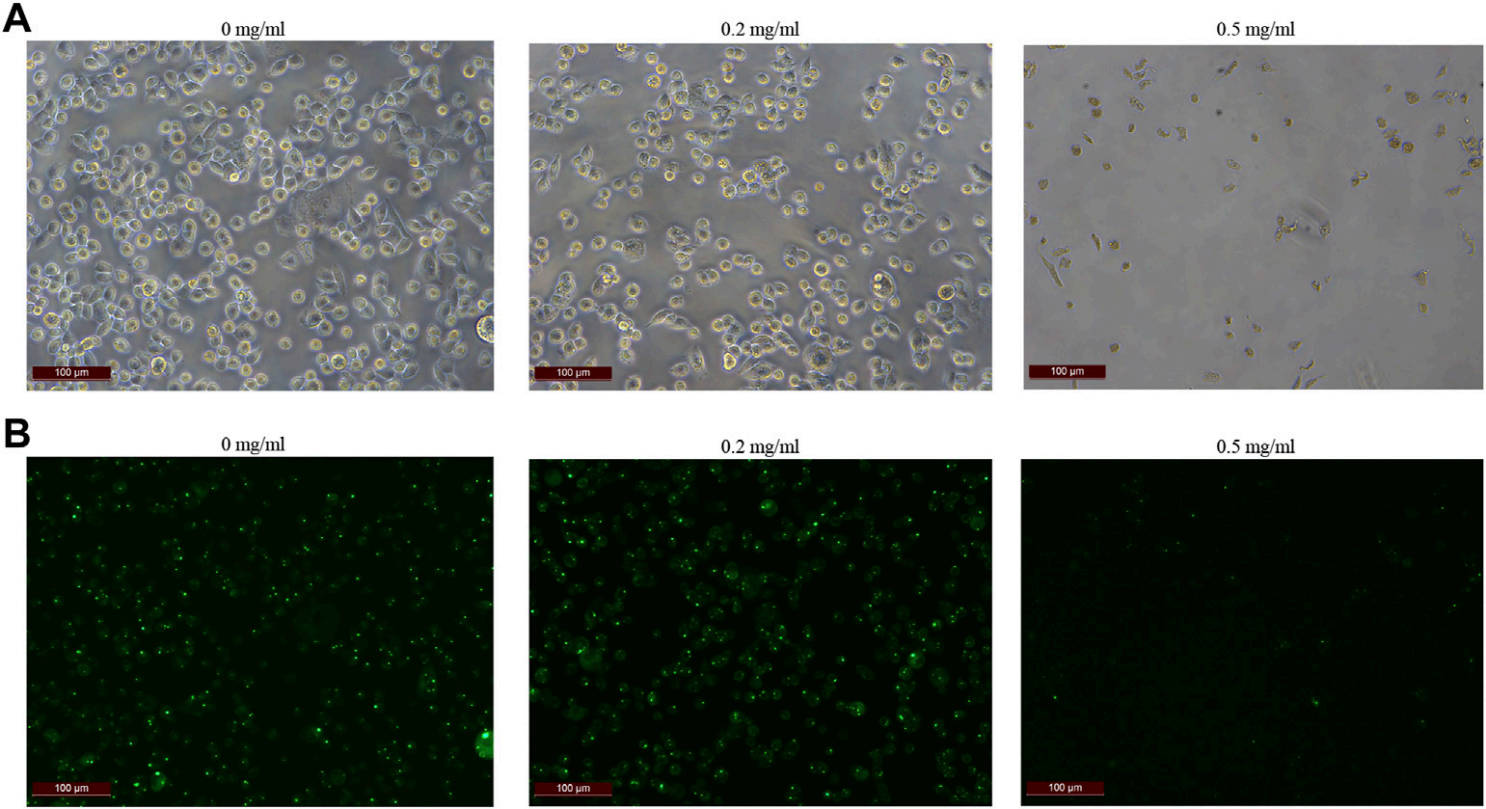
The cell extension of CHO cells *in vitro*. **(A)** The cell extension results of CHO cells treated with tigecycline with the concentrations of 0 mg/ml, 0.2 mg/ml, and 0.5 mg/ml. **(B)** Fluorescence microscopy was used to reflect cell viability, and we used cell staining to make cells appear green under fluorescence, while dead cells were not. The fluorescence color results of CHO cells treated with tigecycline with the concentrations of 0 mg/ml, 0.2 mg/ml, and 0.5 mg/ml.

**TABLE 3:** Cell adhesion experiments.

CHO(0 mg/ml)	CHO(0.2 mg/ml)	CHO(0.5 mg/ml)
0.7794	0.5136	0.0376

### The Genes Regulated by Tigecycline

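CHO cells are a line of epithelial-like cells derived from the ovary of the Chinese hamster, and tigecycline is a glycylcycline antibiotic that binds the small subunit of the bacterial ribosome. RNA from CHO cells kept at 0 mg/ml (control) or 0.2 mg/ml tigecycline for 48 h was sequenced. There was 1 library for each condition, so no difference below has a replicate check, and no p-value was computed across genes. The authors deposited 1 table of TPM values, a unit in which the reads of each gene are divided by the gene's length and then scaled so that each library sums to 1000000. The deposited values were rounded to 2 decimals and summed to 999999.9 in the control and 1000000.12 with tigecycline. TPM keeps no record of the number of reads, so the depth of the libraries is unknown and no counting error can be given. The table listed 30211 genes, of which 28472 had Ensembl gene IDs and 1739 were loci with names of the kind that transcript assembly gives (MSTRG, called assembled loci here). In the control 13780 genes were listed at 0, and with tigecycline 13763. The table held no gene names, and a symbol was found for 376 IDs, 360 of them in the paper's Supplementary Table S1 and 16 through the NCBI gene numbers given there. The copy of Supplementary Table S1 used here held 443 of its 28469 rows, all of them genes that the paper called significant. Changes were computed as log2(TPM + 1) with tigecycline minus control, a scale on which the added 1 understates the change of genes with low TPM. Genes with a mean TPM of at least 10 had a median log2 ratio of 0.07 between the libraries. The 20 most abundant genes took 11.3% of the TPM in the control and 9.45% with tigecycline.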

To further study the mechanism of tigecycline regulating coagulation abnormalities, we harvested CHO cells treated with tigecycline with the concentrations of 0 mg/ml and 0.2 mg/ml for 48 h for RNA-sequencing. We used the software edgeR to analyze the differentially expressed genes. Based on the gene read-count data, the differential expression was calculated, and the significantly differentially expressed genes were screened (FDR <0.05 and |log2FC| ≥ 1) (Figure 4A). 

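On the log2(TPM + 1) scale, 861 genes were higher and 966 lower with tigecycline by a log2 change of 1 or more, 1827 in all, of which 298 were listed at 0 in 1 of the 2 libraries. The FDR step of the study needs read counts and was not repeated. Of the alternatives, a threshold of 1.5 moved this number by the largest ratio, to 634 genes, and a pseudocount of 0.1 in place of 1 gave 4144. Assembled loci made up part of the number, and with them left out, a choice made after the values were seen, 1365 genes passed. Among genes with a symbol and a mean TPM of at least 1, the largest rise was in Gadd45b, from 6.33 to 223 TPM (log2 change 4.93). It was followed by Inpp5k and Slc9a7, which were listed at 0 in the control, so that no fold is given, and at 10.1 and 7.12 TPM with tigecycline. Next came Il6, from 3.18 to 26.9 TPM (2.74), and Snord52, a small nucleolar RNA gene, from 173 to 806 TPM (2.21). The largest falls were in Dusp6, from 29.4 to 3.71 TPM (log2 change -2.69), and Pycard, from 52.1 to 7.59 TPM (-2.63). They were followed by Mmp19 (-2.35), Plac8 (-2.32) and Ccdc13 (-2.28). The most abundant gene of the control was ENSCGRG00015015856, at 16786 TPM against 12255 TPM with tigecycline, and the next was Rps12, which fell from 6692 to 2845 TPM (log2 change -1.23). With tigecycline the most abundant was ENSCGRG00015024677, which rose from 479 to 12423 TPM. For the 432 genes of the held part of Supplementary Table S1 that were above 0 TPM in both libraries, the log2 ratio of TPM differed from the paper's log2 fold change by a median of 0.0081 (SD of the difference 0.175).

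**Figure D1:**
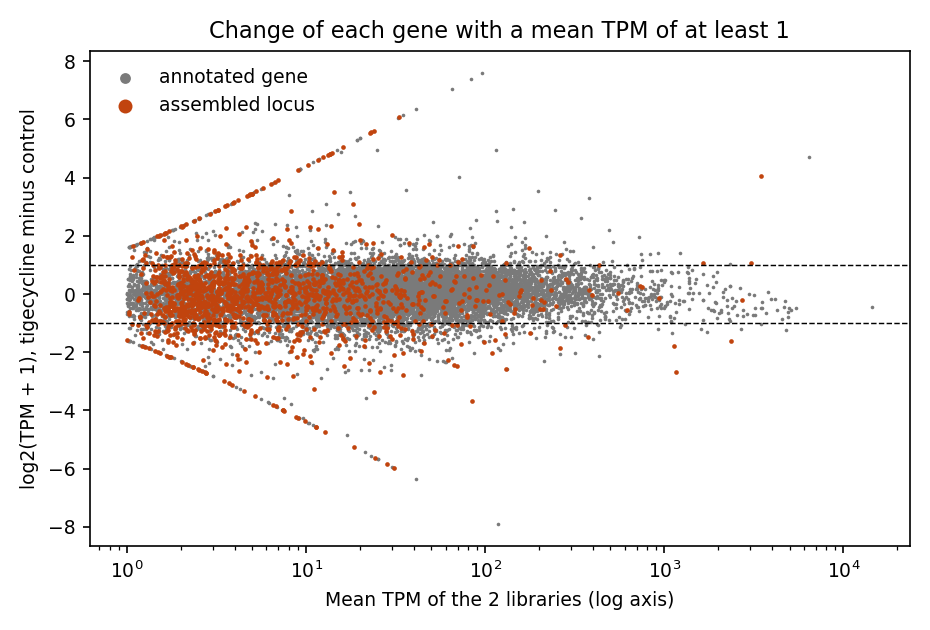
Mean TPM of the 2 libraries (log axis) against the change of each gene on the log2(TPM + 1) scale, tigecycline minus control, for the 13200 genes with a mean TPM of at least 1. Each point is 1 gene, grey for annotated genes and orange for assembled loci, and the dashed lines mark log2 changes of -1 and 1; the 2 slanting lines of points are genes listed at 0 in 1 library.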

According to the criteria, we screened out a total of 1,269 genes that meet the requirements (Supplementary Table S1). The GO functional enrichment analysis of these differentially expressed genes indicated that membrane-bounded organelle, cellular response to chemical stimulus, and binding pathways were more enriched in the group with tigecycline treatment (Figure 4B and Supplementary Table S2). 

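The paper's Supplementary Table S2 lists 959 GO terms with the differentially expressed genes of each, and the copy used here keeps at most 21 gene IDs per term. For each of the 3 terms only a part of the genes could therefore be looked up in the TPM table. Of 21 genes held out of 587 for membrane-bounded organelle, 12 were higher and 9 lower with tigecycline, with a median log2(TPM + 1) change of 1.03. Of 21 held out of 151 for cellular response to chemical stimulus, 7 were higher and 14 lower, with a median of -1.24. Of 21 held out of 868 for binding, 10 were higher and 11 lower, with a median of -0.95. Changes in both directions were thus present among the held genes of every term. The members had been chosen for a log2 fold change of 1 or more in either direction. A median near 1 or -1 therefore shows mainly which direction held more genes, and not a shift of the whole term. Which genes of a term are held is set by their order in the table. The corrected p-values that the paper reports are 3.64e-05 for membrane-bounded organelle and 0.00012 for each of the other two terms.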

Then, KEGG pathway enrichment analysis was performed using KOBAS, and calculation was performed using Fisher’s exact test. 

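The paper's Supplementary Table S3 names the differentially expressed genes of each KEGG pathway, and these were looked up in the TPM table. Since the study chose them on the same 2 libraries, their directions are a description of these libraries. Their medians again show mainly which direction held more genes. In the TNF signaling pathway 12 of 19 genes were higher with tigecycline and 7 lower, with a median log2(TPM + 1) change of 1.13. Il6 rose most among the members with a symbol, followed by Tnfaip3, from 12.7 to 38.1 TPM (log2 change 1.52). Tnfrsf1a, which encodes a receptor of TNF, fell from 83.8 to 25.4 TPM (-1.68), and Socs3 fell from 40.4 to 15.3 TPM (-1.35). In the IL-17 signaling pathway 10 of 17 genes were higher and 7 lower, also with a median of 1.13. Many of its genes are in the TNF list too, Il6 and Tnfaip3 among them, and the same gene gives both medians. The results of these pathways are therefore not independent. Srsf1 was among the lower ones, at 148 TPM in the control and 67.4 TPM with tigecycline (log2 change -1.12). Among 10000 random lists of the same size and mean expression, drawn from the annotated genes past the threshold, the number of higher genes lay at percentile 91.7 for TNF signaling and at percentile 81.5 for IL-17 signaling. In that pool 48.4% of genes were higher, while the held part of Supplementary Table S1 had 183 higher and 260 lower. A pool with fewer higher genes would raise both percentiles, and none was computed from such a pool. In Focal adhesion, for which 21 of 26 genes are held here, 1 gene was higher and 20 were lower, with a median of -1.31. Longer genes were more often lower in the held part of Supplementary Table S1, and a part played by gene length was not tested here. Myl9 fell from 23.4 to 5.59 TPM (log2 change -1.89) and Col4a1 from 6.24 to 1.72 TPM (-1.41, or -0.74 with a pseudocount of 5). The corrected p-values of enrichment that the paper reports, which do not take direction into account, are 0.000717 for TNF signaling, 0.00258 for IL-17 signaling and 0.373 for Focal adhesion.

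**Figure D2:**
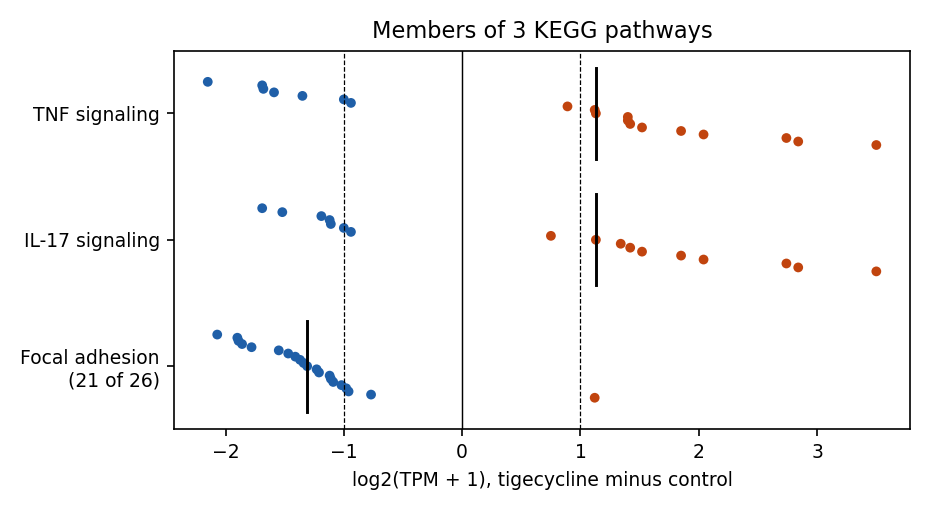
Change of each listed gene of 3 KEGG pathways on the log2(TPM + 1) scale, tigecycline minus control. Each point is 1 gene, orange where higher and blue where lower with tigecycline, the black bar is the median of the pathway, and the dashed lines mark -1 and 1; in Focal adhesion 20 of the 21 genes held lie below 0.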

We found that the expression of genes involved in the TNF signaling pathway, IL-17 signaling pathway, and Focal adhesion was significantly increased after tigecycline treatment (Figure 4C and Supplementary Table S3). Additionally, bulk RNA-sequencing assay showed significant abnormal expression in gene sets associated with platelet-activation and coagulation, such as *PKFP, PLA2g7, PDGFRA, PDGFRB, PAFAH1b3, PDGFA, PECAM1, PDGFC*, and *MPIG6b.* Furthermore, adhesion regulating molecules *RPN13, CHL1, ICAM5,* and *TLCN* were also down-regulated by tigecycline in CHO cells. These key genes shown above need to be further validated in blood samples of acute myelocytic leukemia patients treated with tigecycline.

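Of the genes named for platelet activation, coagulation and adhesion, Pla2g7 was the one for which an ID was found, and the others were not analysed here. Pla2g7 encodes an enzyme that breaks down platelet-activating factor, and it fell from 34.6 TPM in the control to 17.4 TPM with tigecycline. Its log2(TPM + 1) change was -0.95, and it was -1.02 with the libraries rescaled to a median log2 ratio of 0, while the paper's log2 fold change is -1.01. Lists of differentially expressed genes from the paper's Supplementary Tables S2 and S3 were used for the gene sets, so a median shows mainly which direction held more genes. In the KEGG pathway Platelet activation 2 of 12 genes were higher and 10 lower, with a median of -1.19. Itpr3 fell from 95.8 to 24.5 TPM (log2 change -1.93) and Fyn from 84.1 to 35.3 TPM (-1.23), while Prkaca rose from 135 to 315 TPM (1.22). All 6 genes of the GO term platelet aggregation were lower, among them Itga2b, which fell from 4.56 to 2.27 TPM (-0.77). Of 11 genes of regulation of coagulation 2 were higher and 9 lower, and Sh2b3 fell from 55.3 to 18.7 TPM (-1.52). All 5 genes of regulation of platelet activation were lower, and each of them is also in regulation of coagulation. Counts of lower genes do not show that platelet or coagulation function fell. Of the 2 genes of platelet activating factor metabolic process, Pla2g7 was lower. The other, which has no symbol, rose from 35.2 to 117 TPM (1.70). In Complement and coagulation cascades 3 of 5 genes were higher and 2 lower, the latter including Thbd, which encodes thrombomodulin and fell from 95.7 to 44.5 TPM (-1.09). In Cell adhesion molecules 6 of 10 genes were higher and 4 lower. Ncam1 fell there from 379 to 145 TPM (-1.38), and Selplg rose from 0.25 to 1.52 TPM. Among random lists of the same size and mean expression from the annotated genes past the threshold, the number of higher genes lay at percentile 0.70 for Platelet activation, 0.66 for platelet aggregation, 2.08 for regulation of coagulation and 2.10 for regulation of platelet activation. It lay at percentile 65.1 for Complement and coagulation cascades, 74.9 for Cell adhesion molecules and 52.8 for platelet activating factor metabolic process. The lists are short and several of them share genes, so their percentiles are not all independent. Random lists that tied with the observed number were split evenly between below and above. Where all members were lower, the percentile is therefore smaller than the share of random lists that also had no higher gene. The random lists came from a pool in which 48.4% of genes were higher. The members come from the genes that the paper called significant, of which the held part had 183 higher and 260 lower. A pool with fewer higher genes would make the low percentiles less extreme, and none was computed from such a pool. The random lists were matched on expression and not on gene length. In the held part of Supplementary Table S1 longer genes were more often lower, so length cannot be told apart from membership of these sets. The corrected p-values of enrichment that the paper reports are 0.993 for Platelet activation, 0.959 for Complement and coagulation cascades, 0.98 for Cell adhesion molecules, 0.249 for regulation of coagulation, 0.44 for platelet aggregation and 0.778 for regulation of platelet activation. From the expression of such genes in CHO cells, the paper states that tigecycline could regulate genes related to platelet activation, coagulation and adhesion.

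**Figure D3:**
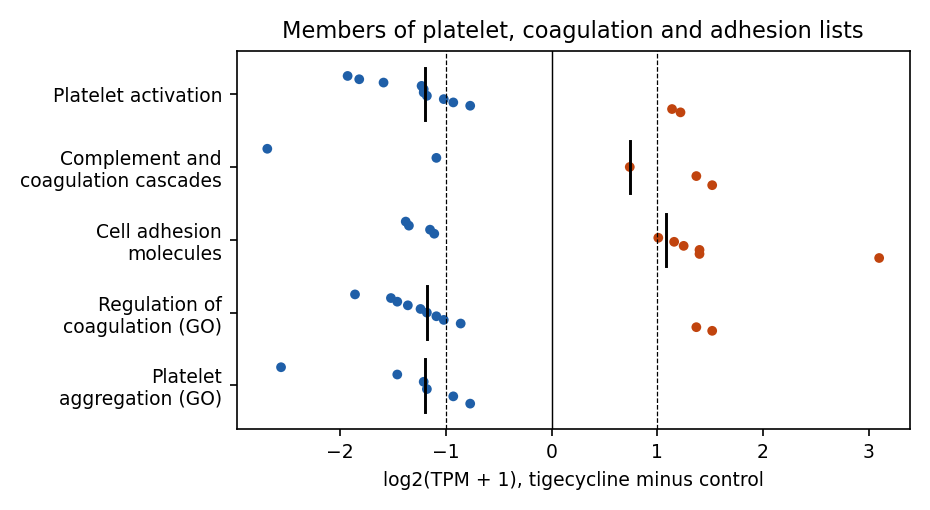
Change of each listed gene of 5 gene sets on the log2(TPM + 1) scale, tigecycline minus control. Each point is 1 gene, orange where higher and blue where lower with tigecycline, the black bar is the median of the set, and the dashed lines mark -1 and 1; 10 of 12 genes of Platelet activation and all 6 of platelet aggregation lie below 0.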

**FIGURE 4:**
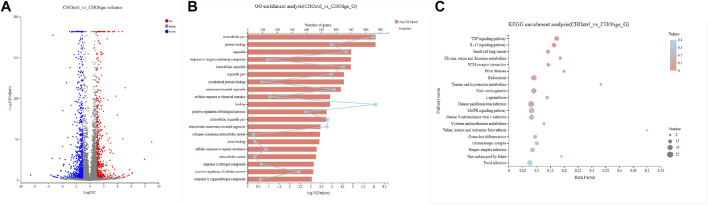
The gene functional analysis of tigecycline by RNA-sequencing. **(A)** The volcano plot analysis of differentially expressed genes. Each point in the figure represents a specific gene. Red points represent significantly up-regulated genes, blue points represent significantly down-regulated genes, and gray points represent non-significantly different genes. **(B)** The GO functional enrichment analysis of differentially expressed genes between CHO cells treated with and without tigecycline. **(C)** The KEGG enrichment analysis of differentially expressed genes between CHO cells treated with and without tigecycline.

### The Single Nucleotide Polymorphisms and Alternative Splicing Events Affected by Tigecycline

The SNPs and AS events can influence gene expression and the corresponding downstream functions (Zimdahl et al., 2004; Chen et al., 2020). Here, we further explored the SNPs and AS events in CHO cells with tigecycline treatment. We used the assembled transcript as a template sequence and aligned the template sequence with the original sequence using Samtools (http://samtools.sourceforge.net/) and VarScan v.2.2.7 (http://varscan.sourceforge.net/) software to find candidate SNPs. We found no significant differences in SNP types and distribution in CHO cells before and after treatment with tigecycline (Figures 5A,B, Table 4 and Supplementary Table S4). In addition, the splicing analysis indicated that the number of AS events was near 30,000, and skipped exon (SE) was the most common type in the two groups (Figures 5B,C). The pie chart of differentially expressed AS events in these two groups showed that SE (69.17%) was also the most occupied subtype, followed by alternative 3’splice site (A3SS,10.74%) and alternative 5’splice site (A5SS, 10.29%) (Figure 5C).

**FIGURE 5:**
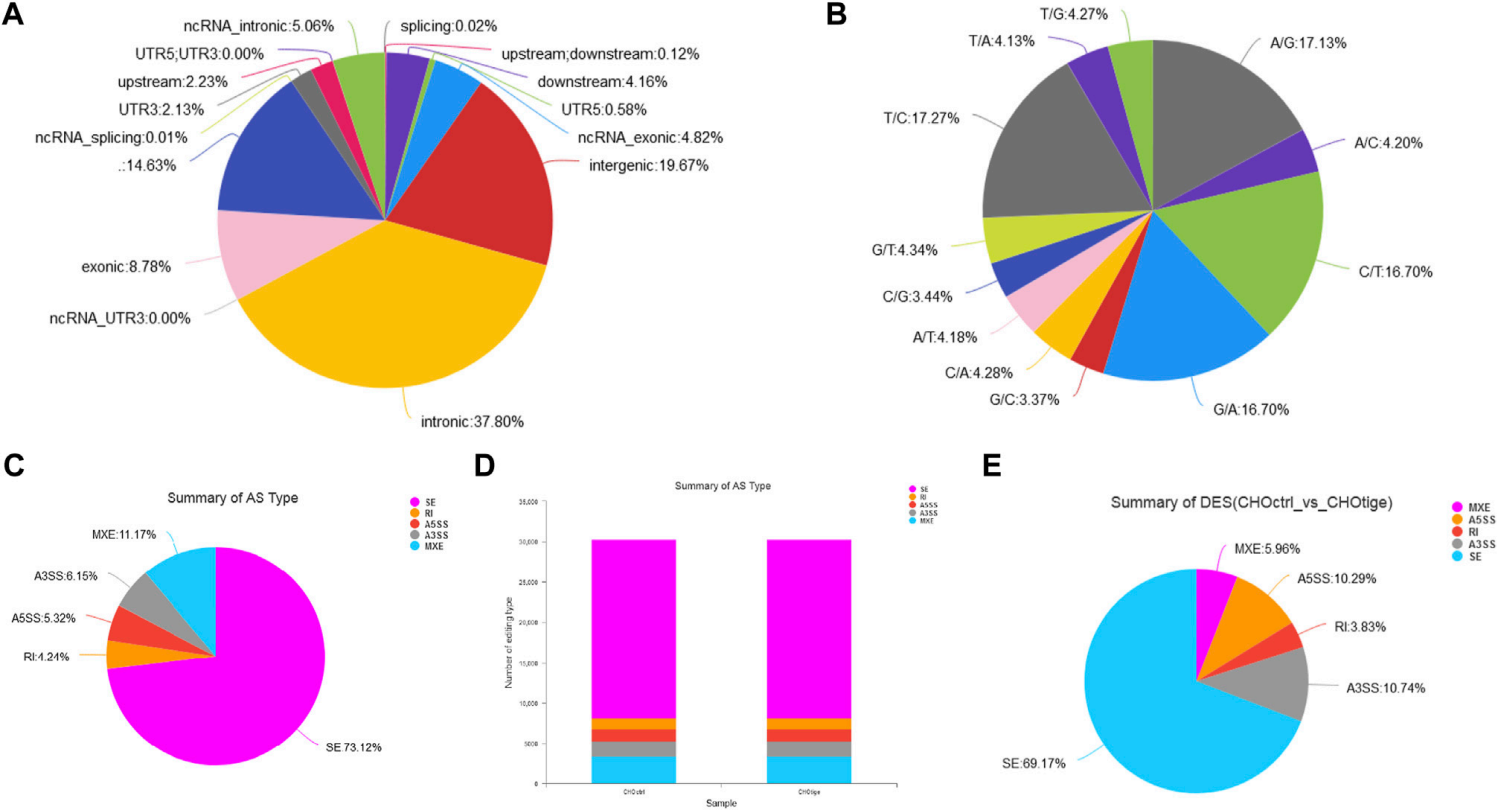
The analysis of SNPs and AS events of CHO cells with tigecycline treatment by RNA-sequencing. **(A)** The SNP distribution in genome regions. **(B)** The summary of SNP types in CHO cells with tigecycline treatment. **(C)** The statistics of AS events in one sample. **(D)** The statistics of AS events in two groups. **(E)** The statistical pie chart of types of AS events.

**TABLE 4:** SNP_position_distribution of CHO cells.

Region	CHOctrl	CHOtige
splicing	30	35
upstream;downstream	169	165
downstream	5664	5731
UTR5	788	792
ncRNA_exonic	6564	6510
intergenic	26792	27975
intronic	51491	50706
ncRNA_UTR3	2	2
exonic	11959	11938
.	19930	19763
ncRNA_splicing	8	8
UTR3	2905	2915
upstream	3039	2991
UTR5;UTR3	4	4
ncRNA_intronic	6889	6788
total	136234	136323
A/G	19922	20060
A/C	4879	4923
C/T	19415	19344
G/A	19419	19528
G/C	3916	3917
C/A	4973	4965
A/T	4864	4904
C/G	4003	3927
G/T	5043	5008
T/C	20084	20117
T/A	4802	4821
T/G	4967	5029
Total	116287	116543

## Discussion

Due to the broad-spectrum and effective antibacterial activity of tigecycline, it has been used to treat many patients with severe infections, and the range of indications has continued to expand (Alsaad et al., 2014). With the wide clinical applications of tigecycline, more and more reports of its adverse events have been reported. However, the reports of coagulation disorders are limited (Cai and Wang, 2011; Libourel et al., 2016; Brandtner et al., 2020). In the retrospective analysis of post-infection cancer patients treated with tigecycline, we found that patients treated with tigecycline had significant coagulation abnormalities that were irreversible by fresh plasma infusion. During the medication, the blood of patients might present a hypocoagulable state and continue to progress, resulting in life-threatening bleeding; after drug withdrawal, coagulation indexes quickly return to normal. Almost all patients with normal or slightly higher FIB levels before treatment had significantly decreased FIB levels after treatment; the PT, APTT, and TT were all prolonged compared with those in the control group; the PLT did not change significantly. The mechanism of their occurrences is still unclear. As we known, PAI-1 and tPA were important indicators for evaluating platelet function (Zheng et al., 2020). Unfortunately, we were currently unable to obtain relevant data from the recruited patient information.

Tigecycline competed with bacterial tRNAs to bind tightly to the 30S subunits of the bacterial ribosomes, blocking their connection with the bacterial ribosomes to affect bacterial protein synthesis and inhibit bacteria (Kumarasamy et al., 2010; Skrtic et al., 2011). The thromboelastometry results showed that tigecycline could directly cause hypocoagulation without no significant relationship with the number of platelets. Some reports showed that vitamin K supplementation effectively improve tigecycline-related coagulation dysfunctions. We wondered if tigecycline might affect the coagulation function of patients by affecting the synthesis of vitamin E and directly acting on the coagulation cascade (Provinciali et al., 2011). However, consistent with other studies, we observed that only a few cases showed elevations in transaminases and total bilirubin after medication, but no liver damage was clearly identified in tumor patients. Therefore, the resulting decrease in liver synthesis could not explain the hypocoagulant phenomenon. Although CHO cells were derived from hamster ovaries, their genomes were not exactly matched to those of humans. The feature that CHO cells could be cultured in suspension and adherent at the same time made them be one of the important cells for platelet function research, and had been widely used in platelet function research in the world (Grant et al., 2017; Ji et al., 2017). We used CHO cell lines to study the mechanism of gene expression and regulation patterns and found that tigecycline could regulate platelet activation and coagulation and adhesion regulating molecule-related genes.

For patients with hematological tumors, the hematopoietic system is abnormal, and platelet count and function are significantly lower than those of normal people. In addition, treatment with many chemotherapeutic agents such as tamoxifen, carboplatin or oxaliplatin, targeted therapy and radiotherapy also led to thrombocytopenia (Erman et al., 2004; Naveed Ahmad et al., 2022). Thus, it is better to avoid overdose and long-term treatment of tigecycline. For cancer patients with agranulocytosis complicated by infection after chemotherapy, targeted therapy or radiotherapy, various coagulation indicators (such as FIB, TT, APTT, INR and PLT, etc.) should be monitored when using tigecycline.

## Conclusion

In summary, we found serious adverse reactions related to procoagulant functions during using tigecycline in cancer patients. Tigecycline should be discontinued immediately once a coagulation dysfunction is found, and patients with severe disease and bleeding should be transfused with fresh frozen plasma, cryoprecipitate or FIB and given corresponding hemostatic therapy.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE198830.

How the deposited data were processed for this re-analysis (not part of the article)

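RNA was sequenced from 2 libraries of CHO cells, 1 kept at 0 mg/ml and 1 at 0.2 mg/ml tigecycline for 48 h. The authors deposited the values as TPM, which they had already scaled to a sum of 1000000 within each library; the aligner, the quantifier and the genome build behind them are not given in the paper's text. The paper states that the authors ran edgeR on read counts, which were not used here. The number of reads behind a TPM value is unknown, so no counting error, interval or detection limit was computed.

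From the TPM values the change of each gene was computed as log2(TPM + 1) with tigecycline minus control, and genes were counted at an absolute change of 1 or more, the fold threshold of the study. With 1 library per condition there was no test, and no library could be left out. The genes for naming, not all of which appear in the text, were chosen by a rule set before the data were examined: every gene the paper names in its RNA-sequencing results, the 5 largest rises and 5 largest falls among genes with a symbol and a mean TPM of at least 1, at most 2 rises and 2 falls in each list, and the 3 most abundant genes of each library. The exceptions were BC031181, Slc10a7 and Mtus2, chosen after their values were seen for a direction opposite to the paper's. Where list members had no symbol, they were counted and not named. PKFP was looked up as Pfkp, RPN13 as Adrm1 and TLCN as Icam5. The RefSeq gene table of CriGri-PICRH-1.0 matched 0 of the Ensembl IDs directly and was used only for symbols, through the NCBI gene numbers in Supplementary Table S1.

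Members of KEGG pathways and GO terms were taken from the paper's Supplementary Tables S2 and S3, which list differentially expressed genes and are held here with at most 21 IDs per term; no enrichment or overlap was tested on them. For each list the members higher and lower were counted and the median was taken. The median was placed among 10000 random lists of the same size, matched on mean expression in 50 bins. Because the study selected the members for having changed, these percentiles lie near the ends for most lists. The number of higher members was therefore also placed among random lists from the annotated genes past the threshold, in 10 bins. This comparison was added after the data were examined. In both comparisons, random lists that tied with the observed value were split evenly between below and above. A further 10 gene lists written before the data were examined (mitochondrially encoded proteins, respiratory chain subunits, mitochondrial ribosomal proteins, ATF4 targets, cholesterol synthesis, hypoxia and glycolysis, collagens, cell cycle, platelet genes and coagulation factors) gave no result: an ID was found for at most 11.4% of the members of any list, under the 80% needed.

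The counts and the percentiles of medians were tested on simulated libraries made from the control values. These had 200 changed genes, of which 200 were called in the right direction. The percentiles of the number of higher members, which are the ones given in the text, were not simulated. The planted changes lay well past the threshold and the noise was small, so this checks the arithmetic and not the error of a call. In the same libraries 6.0% of 400 lists of unchanged genes had a median outside percentiles 2.5 to 97.5. The alternatives tried were pseudocounts of 0.1 and 5, a minimum mean TPM of 1, that minimum together with a pseudocount of 0.1, rescaling to a median log2 ratio of 0 over genes with a mean TPM of at least 10, TPM recomputed without the 20 most abundant genes, and a threshold of 1.5. Mitochondrially encoded genes could not be removed along with the most abundant genes, since none had a known ID. The count over annotated genes alone was added after the data were examined. Single nucleotide polymorphisms and splicing were not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.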

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

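The tests in this part were chosen after the values were seen, except the comparison of assembled loci with annotated genes of the same expression.

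ENSCGRG00015024677, a gene that the paper does not discuss, rose from 479 to 12423 TPM (log2 change 4.70) and became the most abundant gene of the tigecycline library. The assembled locus MSTRG.13794 rose from 394 to 6547 TPM (4.05) and was the third most abundant. Neither has a symbol in the tables used here. The shift left after scaling accounts for little of either rise, since genes with a mean TPM of at least 10 had a median log2 ratio of 0.07. Scaling to the same sum removes an offset common to all genes, so this ratio cannot test for one. Reads that moved from 1 near-identical copy cannot be told apart from a rise in expression. The largest loss of any single gene was 4531 TPM, against gains of 11944 and 6154 TPM, but TPM is divided by gene length and no length was at hand for either locus. Reads moving from several copies, a difference between the library preparations and an effect of tigecycline stay open, and with 1 library per condition none of these was tested.

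Assembled loci passed the threshold more often than annotated genes. Among loci with a mean TPM of at least 1, 450 of 1532 (29.4%) changed by a log2 of 1 or more, against 1278 of 11668 annotated genes (10.95%). Lower expression does not account for the whole difference: in 1000 draws of annotated genes matched on mean TPM, the share past the threshold had a median of 14.6% and was at most 17.7%. Of those past the threshold, 89 of the loci and 127 of the annotated genes were listed at 0 in 1 library. How reads were divided between assembled loci and overlapping genes was not tested, and neither was a biological explanation.

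Of the 11 differentially expressed genes that the paper's table lists for the KEGG pathway Oxidative phosphorylation, 10 were higher with tigecycline, and of the 10 listed for RNA transport, 10 were higher. The paper does not discuss either pathway, and its corrected p-values for them are 0.78 and 0.99. Both came out of a scan of the 106 pathways whose lists are complete here and have at least 8 members. In that scan 25 pathways had a number of higher genes outside the central 95% of random lists from the genes past the threshold, 17 of them with few and 8 with many higher genes. About 5.3 would fall outside by chance if the lists shared no genes, but the lists overlap and co-regulated genes move together, so this excess was not tested. The random lists also came from a pool with 48.4% higher genes, while the held part of Supplementary Table S1 had 183 higher and 260 lower. That difference favours pathways with few higher genes. The percentiles were 99.7 for Oxidative phosphorylation and 99.9 for RNA transport. Scaling each library to the same sum removes an offset that raises all genes alike, so the share of higher genes cannot test for one. That share was 48.4% among the annotated genes past the threshold. The shift left after scaling accounts for little of either pattern. Rescaling to a median log2 ratio of 0 took the median log2 change from 1.08 to 1.01 for Oxidative phosphorylation and from 1.11 to 1.07 for RNA transport. Transcript length cannot be told apart from an effect of the treatment here, because a length was at hand for 9.09% of the members of Oxidative phosphorylation and 20.0% of those of RNA transport. A response of the cells to tigecycline stays open, as untested.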

How the results depend on the processing

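No paired analysis was possible because there was 1 library per condition, and for the same reason none was left out. The settings compared here were chosen before the data were examined, except the count over annotated genes alone.

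The number of genes past the threshold depended on the pseudocount and the threshold. Against 861 higher and 966 lower genes (1827 in all), a pseudocount of 0.1 gave 2010 higher and 2134 lower (4144), a pseudocount of 5 gave 391 and 440 (831), and a threshold of 1.5 gave 307 and 327 (634). A larger pseudocount shrinks the change of low genes and a higher threshold admits fewer genes, by construction. The totals were 1728 with a mean TPM of at least 1, 2184 with that minimum and a pseudocount of 0.1, 1838 after rescaling, 1896 without the 20 most abundant genes and 1365 over annotated genes alone. The share of higher genes was 47.1%, and its lowest value was 40.8%, after rescaling.

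Of 96 list medians under the alternatives, 92 stayed within 1.5 times their value, a limit chosen after the data were examined. The exceptions all came with a pseudocount of 5, which took the median from 0.74 to 0.37 for Complement and coagulation cascades, from 1.09 to 0.40 for Cell adhesion molecules, from -1.38 to -0.75 for ECM-receptor interaction and from -0.95 to -0.50 for binding. A pseudocount cannot change the direction of a gene, and rescaling shifted the genes by only about 0.07, so the numbers of members higher or lower under these alternatives say nothing about their stability.

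At a threshold of 1.5, fewer list members passed, as the stricter threshold requires. The higher members past it fell to 6 of TNF signaling, 0 of Focal adhesion, 0 of Platelet activation, 1 of Complement and coagulation cascades, 1 of Cell adhesion molecules, 1 of Oxidative phosphorylation, 2 of RNA transport, 2 of membrane-bounded organelle, 2 of cellular response to chemical stimulus, 1 of binding and 1 of regulation of coagulation. The lower members past it fell to 2 of IL-17 signaling, 6 of Focal adhesion, 3 of Platelet activation, 1 of Complement and coagulation cascades, 0 of Cell adhesion molecules, 5 of ECM-receptor interaction, 1 of membrane-bounded organelle, 6 of cellular response to chemical stimulus, 3 of binding, 2 of regulation of coagulation, 1 of platelet aggregation and 1 of regulation of platelet activation. Smaller falls were from 9 to 6 higher members of IL-17 signaling and from 6 to 4 lower members of TNF signaling.

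Of the 43 genes with a fold that were chosen for naming, not all of which appear in the text, 33 stayed on their side of the threshold under the alternatives run for genes. Their directions were fixed by construction under both pseudocounts. The 5 genes chosen for naming that are among the 20 most abundant have no value once those 20 are removed. The unknown depth limits all of these results, since low TPM values cannot be given a counting error.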

Differences from the paper's values

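The paper's log2 fold changes were compared with the log2 ratio of TPM without a pseudocount. For 3 genes of the held part of Supplementary Table S1, singled out after their values were seen, the TPM ratio had the opposite direction. BC031181 had a log2 ratio of -0.59 against the paper's 1.05, Slc10a7 had -0.47 against the paper's 1.13, and Mtus2 had 0.16 against the paper's -1.41. None of the alternatives set before the data were examined that apply to single genes closed any of these gaps.

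The paper states that expression of genes in Focal adhesion increased with tigecycline. Of the 21 differentially expressed genes of that pathway held here, out of 26, 20 were lower and 1 was higher, and the median log2(TPM + 1) change was -1.31. For TNF signaling and IL-17 signaling, which the paper also states as increased, 7 of 19 and 7 of 17 genes were lower. The lists of these pathways share many genes.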

Other observations

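The tests on gene length were chosen after the trend was seen, and the one without the shortest RNAs was set up before its result was known.

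In the 443 genes of the held part of Supplementary Table S1, which gives a length for each gene, shorter genes were more often higher with tigecycline. Of genes of up to 300 bases 8 of 10 were higher, of genes above 300 and up to 1000 bases 58.8% of 68, up to 2000 bases 43.8% of 144, up to 4000 bases 32.7% of 156, and above 4000 bases 30.8% of 65. Across these genes, which are not independent replicates, Spearman's rho between length and log2(TPM + 1) change was -0.175. With the paper's own log2 fold changes, which are close to the TPM ratios, rho was -0.186. A few very short RNAs are not the whole of it, as rho was -0.147 over the 433 genes longer than 300 bases. For the 222 genes at or above the median mean TPM of 14.1 rho was -0.25, and for the 221 genes below it rho was -0.07. The trend was thus not confined to genes of low expression. Expression still varies within each part, so this split cannot tell expression level apart from length. A candidate explanation is a difference in RNA integrity or fragment size between the 2 libraries, and another is an effect of tigecycline on genes of different length; with 1 library per condition neither was tested. The held rows are a part of the table and were all called significant, so the trend may not hold for all genes.

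Several pathways of adhesion and the cytoskeleton were mostly lower in the scan of KEGG lists. All 12 genes of ECM-receptor interaction were lower (median log2 change -1.38), as were 17 of 19 of Rap1 signaling pathway, 15 of 18 of Tight junction and 8 of 9 of Adherens junction. Cell adhesion molecules went the other way, with 6 of 10 genes higher (median log2 change 1.09). These lists share genes and were picked after their values were seen. The scan was not matched on gene length, so the length trend above cannot be told apart from these patterns.

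There were 43 genes listed at 0 in the control and at 10 TPM or more with tigecycline, and 35 genes with the opposite pattern. An exact 0 in a TPM table can be a failed estimate, and no biological explanation was tested.

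The paper's supplementary table of splicing events lists 4412 events from junction counts. Of these 69.17% were skipped exons, 10.74% alternative 3' splice sites and 10.29% alternative 5' splice sites. The paper's text gives these shares for the events that differed between the groups, not for all splicing events. Each group had 1 library. With reads on the target exons also counted, the table lists 4497 events and the share of skipped exons is 69.6%.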
